# Disruption of BCAA degradation is a critical characteristic of diabetic cardiomyopathy revealed by integrated transcriptome and metabolome analysis

**DOI:** 10.1515/biol-2022-0974

**Published:** 2024-12-31

**Authors:** Yanxia Wu, Wanxiang Jiang, Junlong Wang, Guoqing Xie, Yan Sun, Jinliang Yang

**Keywords:** diabetic cardiomyopathy, multi-omics, amino acid metabolism, branched-chain amino acids

## Abstract

In this study, we integrated transcriptomic and metabolomic analyses to achieve a comprehensive understanding of the underlying mechanisms of diabetic cardiomyopathy (DCM) in a diabetic rat model. Functional and molecular characterizations revealed significant cardiac injury, dysfunction, and ventricular remodeling in DCM. A thorough analysis of global changes in genes and metabolites showed that amino acid metabolism, especially the breakdown of branched-chain amino acids (BCAAs) such as valine, leucine, and isoleucine, is highly dysregulated. Furthermore, the study identified the transcription factor Gata3 as a predicted negative regulator of the gene encoding the key enzyme for BCAA degradation. These findings suggest that the disruption of BCAA degradation is a critical characteristic of diabetic myocardial damage and indicate a potential role for Gata3 in the dysregulation of BCAA metabolism in the context of DCM.

## 1 Introduction

Heart failure (HF) is a major cause of death and illness worldwide [1]. According to the World Health Organization, HF affects about 1–2% of adults in developed countries, with a higher prevalence among the elderly (10% of men and 8% of women over 60) [2,3]. Diabetic cardiomyopathy (DCM), first identified in the 1970s, is a specific type of cardiomyopathy seen in diabetic patients without hypertension, coronary atherosclerosis, or valvular disease [4]. The progression of DCM involves several mechanisms that contribute to heart dysfunction. Metabolic issues, such as poor glucose utilization and abnormal fatty acid metabolism, play a key role in DCM development [5]. These metabolic problems lead to an energy imbalance in heart cells, causing poor contractile function and structural changes. Oxidative stress, defined as an imbalance between reactive oxygen species (ROS) production and antioxidant defenses, is another important factor in DCM development [6]. Increased ROS production in diabetes can damage cell components like lipids, proteins, and DNA, leading to cell dysfunction and death [7]. Myocardial fibrosis, characterized by excessive collagen and other extracellular matrix deposits, is a hallmark of DCM. Fibrosis disrupts the normal structure of the heart muscle, affecting its relaxation and contraction, and leads to diastolic dysfunction [8]. Cardiac hypertrophy, or the increase in size and mass of heart muscle cells, is also common in DCM. This hypertrophic response is driven by factors such as insulin resistance, inflammation, and neurohormonal activation [9].

Several medications have been used to target the pathophysiological mechanisms in DCM, mainly to control high blood sugar and restore heart function. These include antidiabetic drugs, antioxidants, and agents that affect myocardial fibrosis and hypertrophy [10]. Despite these treatments, there is a persistent increase in morbidity and mortality rates related to DCM, highlighting the need for further research. A thorough understanding of the fundamental mechanisms of DCM is crucial for developing more effective treatment strategies.

Advancements in molecular biology technology have led to the development of high-throughput techniques such as transcriptomics and metabolomics. These methods provide valuable strategies for understanding the complex pathogenesis of diseases [11,12].

In this study, we developed a DCM animal model using streptozotocin (STZ) and conducted multi-omics profiling of myocardial tissue. We performed transcriptome analysis to examine changes in RNA transcripts, which helped us identify the genes and pathways involved in DCM progression. Additionally, we conducted metabolome analysis to explore the global metabolic profile and identify metabolic abnormalities associated with DCM. By integrating transcriptomics and metabolomics data, we aimed to gain a comprehensive understanding of the underlying mechanisms of DCM, paving the way for further research and the development of therapeutic interventions.

## 2 Materials and methods

### 2.1 Model preparation

The animal protocols used in this study were reviewed and approved by the Animal Care and Use Committee of Sichuan Greentech Bioscience Co., Ltd., China, ensuring compliance with ethical guidelines for animal research. Male Sprague-Dawley (SD) rats, aged 6–8 weeks, were obtained from Sipeifu (Beijing, China) Experimental Animal Technology Co., Ltd. The rats were housed in a controlled environment with a consistent 12-hour light–dark cycle, a temperature range of 20–26°C, and humidity levels between 40 and 70%. They had unrestricted access to water and standard rodent chow. After a one-week acclimatization period, the rats were randomly divided into two groups: a control group and a model group. Diabetes was induced in the model group with a single intraperitoneal injection of STZ at a dose of 65 mg/kg, diluted in citrate buffer, after an overnight fast. The control group received an equivalent volume of citrate buffer. Fasting venous blood samples were collected from the tail of each rat on days 3 and 7 after STZ injection. Rats in the model group with blood glucose levels exceeding 11.1 mmol/L were considered diabetic and included in the study. This ensured that the model group accurately represented the diabetic condition for further analysis of DCM development compared to the control group.

**Ethical approval:** The research related to animal use has been complied with all the relevant national regulations and institutional policies for the care and use of animals and has been approved by the Animal Care and Use Committee of Sichuan Greentech Bioscience Co., Ltd., China.

### 2.2 Echocardiographic examinations

During anesthesia, cardiac contraction and relaxation were noninvasively assessed using transthoracic echocardiography, with isoflurane administered via a mask at the minimum effective concentration. Parasternal long- and short-axis images were obtained 5 months after STZ or placebo injection. Standard echocardiographic techniques were used to acquire two-dimensional, M-mode, and color-guided pulsed-wave Doppler images. The following parameters were carefully measured: left ventricular internal dimension at end diastole (LVIDd), left ventricular internal dimension at end systole (LVIDs), interventricular septal thickness at end diastole (IVSd), interventricular septal thickness at end systole (IVSs), left ventricular posterior wall thickness at end diastole (LVPWd), left ventricular posterior wall thickness at end systole (LVPWs), left ventricle end-diastolic volume (LVEDV), left ventricle end-systolic volume (LVESV), left ventricular fractional shortening (FS), ejection fraction (EF), wave *E* deceleration time (DT), isovolumic diastole time (IVRT), *E*/*A* ratio, and *E*/*e*′ ratio. Each parameter was measured three times by a single blinded observer to ensure accuracy and reproducibility.

### 2.3 Biochemical analysis

At the end of the study, serum samples were collected from all experimental rats. The concentrations of cholesterol (CHOL), high-density lipoprotein cholesterol (HDL-C), low-density lipoprotein cholesterol (LDL-C), triglycerides (TRIG), lactate dehydrogenase (LDH), and creatine kinase-MB (CK-MB) were then measured using an automated biochemistry analyzer.

### 2.4 Hemodynamics

The rats were anesthetized with an intraperitoneal injection of 3% pentobarbital sodium at a dose of 60 mg/kg. To maintain a consistent body temperature of 37°C, the animals were placed on regulated heating pads, and their core temperature was continuously monitored with a rectal probe. A polyethylene catheter was inserted into the left ventricle through the right jugular artery. After a stabilization period of 5 min, physiological signals were recorded using a multi-channel physiological signal system equipped with a pressure transducer. The recorded parameters included heart rate (HR), left ventricular systolic pressure (LVSP), left ventricular diastolic pressure (LVDP), the maximum rate of pressure rise during systole (+d*p*/d*t*_max_), and the maximum rate of pressure decline during diastole (−d*p*/d*t*_min_).

### 2.5 Determination of heart weight

Five months after diabetes induction, the animals were humanely euthanized, and their hearts were carefully removed. The hearts were dried using filter paper to remove any residual moisture before being weighed. The heart weight of each rat was then recorded.

### 2.6 Histopathology

Heart tissues from six rats in each group were preserved in a 10% formalin solution. These specimens were then embedded in paraffin and sectioned into 5 μm thick slices. The slides were stained with hematoxylin-eosin (H&E) and Masson’s trichrome stains. Wheat germ agglutinin (WGA) staining was also used to assess cardiocyte size. Following the manufacturer’s guidelines, the WGA-stained sections were examined by a blinded expert using a microscope. Cardiocyte dimensions were measured using ImageJ software, with five sections per rat analyzed for quantification.

### 2.7 RNA sequencing (RNA-seq) data analysis

RNA was extracted from heart tissues using TRIzol (Thermo Fisher Scientific, USA), and sequencing libraries were prepared using the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, USA). The libraries were purified using AMPure XP beads and sequenced on an Illumina Novaseq platform. Differentially expressed genes (DEGs) were identified using the DESeq2 algorithm in the DESeq2 R package, with genes having a |log2FC| > 1 and a *P*-value of <0.05 considered differentially expressed. A volcano plot was generated using *R*, with colors indicating the filtering criteria. Additionally, Gene Ontology (GO) and KEGG pathway enrichment analyses, along with cluster analysis of DEGs, were performed using the Wekemo Bioincloud platform (https://www.bioincloud.tech). The iRegulon plugin in Cytoscape software (v3.10.0) was used to predict transcription factors (TFs) for key genes in critical pathways, and TFs with significant expression patterns were selected.

### 2.8 Metabonomic analysis

The non-targeted metabolomics of the heart in both control and model groups were examined using liquid chromatography-mass spectrometry. Differentially altered metabolites (DAMs) identified in both positive and negative ion modes were analyzed using Student’s *t*-tests. A partial least squares discriminant analysis (PLS-DA) was then conducted, with significance thresholds set at |Log2FC| > 1, PLS-DA VIP > 1, and *P*-value <0.05. Significant DAMs were visualized using volcano plots and heat maps. To further understand the biological pathways associated with these DAMs, a KEGG pathway analysis was performed using the Wekemo Bioincloud platform (https://www.bioincloud.tech).

### 2.9 Integrated analysis of transcriptome and metabolome

Genes and metabolites with significant differences were analyzed using the Pearson correlation coefficient to assess the relationship between DEGs and DAMs. To explore the underlying mechanisms, all DEGs and DAMs were integrated into MetaboAnalyst (version 5.0, www.metaboanalyst.ca) for joint-pathway analysis, identifying the targeted pathways. Key biochemical and signal transduction pathways were mapped, integrated, and visualized using Pathview Web and MetScape.

### 2.10 Identification of TFs that regulated the critical pathway

The Cytoscape plugin iRegulon was used to analyze TFs regulating hub genes. iRegulon identifies regulons using motifs and tracks discovery within an existing network or a set of regulated genes. The cutoff criteria were: enrichment score threshold = 3.0, ROC threshold for AUC calculation = 0.03, rank threshold = 5,000, minimum identity between orthologous genes = 0.0, and FDR = 0.001.

### 2.11 Statistical analysis

Data were analyzed using Stata v15.0 software, with results presented as mean ± standard deviation (*x̅* ± SD). Comparisons between the two groups were conducted using the Student’s *t*-test, with statistical significance defined as a *P*-value of less than 0.05.

## 3 Results

### 3.1 The DCM rats present with systolic and diastolic dysfunction, as well as ventricular remodeling

Transthoracic echocardiography was performed 5 months after the onset of diabetes to evaluate its impact on cardiac structure and function. The results, shown in Table S1 and Figure 1, indicate significant changes in the diabetic rats compared to the control group.

**Figure 1:**
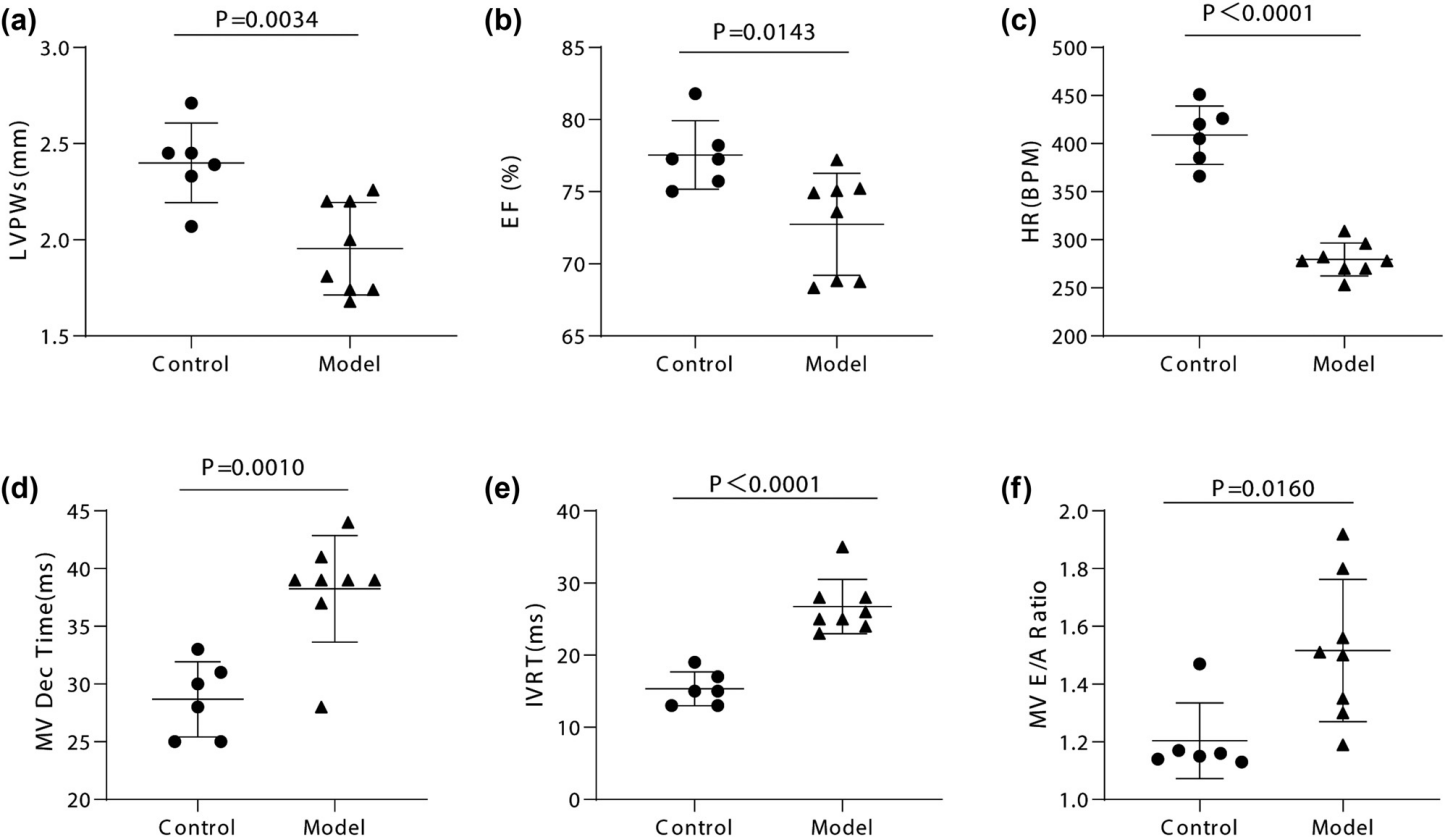
DCM resulted in left ventricular diastolic and systolic dysfunction by echocardiography analysis. (a–c) Measurement in M-mode of left ventricular EF, left ventricular posterior wall (LVPW), and heart rate (HR). (d–f) Measurement in Doppler echocardiography of *E*/*A* ratio, Isovolumic relaxation time (IVRT), and DT (*n* = 6–8).

Diabetic rats exhibited significantly reduced posterior wall thicknesses (LVPWs and LVPWd) compared to normal rats. Additionally, echocardiography revealed a decline in the systolic function of the LV in the model group, demonstrated by notably lower EF and FS values.

Moreover, there was a significant reduction in *E*, *A*, and *e*′ velocities in diabetic rats compared to normal rats, indicating impaired diastolic function. The *E*/*A* and *E*/*e*′ ratios were significantly increased in diabetic rats, further highlighting diastolic dysfunction. Additionally, diabetic rats showed prolonged mitral valve (MV) DT and isovolumic relaxation time (IVRT), suggesting impaired left ventricular relaxation.

Interestingly, the HR in diabetic rats was significantly lower than in normal rats. However, no significant differences were found between the groups in interventricular septum thicknesses (IVSs and IVSd), left ventricular diameters (LVIDs and LVIDd), and left ventricular volumes (LVESV and LVEDV).

These findings underscore the significant impact of diabetes on cardiac structure and function, evidenced by reduced posterior wall thickness, impaired systolic function, and compromised diastolic function. The prolonged MV DT and IVRT suggest a deficiency in left ventricular relaxation. The lower HR observed in diabetic rats may be a compensatory response to these cardiac dysfunctions.

### 3.2 The diabetic rats exhibit impaired systolic function, relaxation, and increased ventricular pressure in hemodynamics

In terms of hemodynamics, DCM rats showed significantly lower LVSP (106.9 ± 7.54 mmHg vs 156.33 ± 22.8 mmHg, *P* < 0.01), maximum rate of pressure rise (+d*p*/d*t*_max_) (2740.34 ± 241.02 mmHg/s vs 4764.78 ± 650.36 mmHg/s, *P* < 0.01), and maximum rate of pressure decline (−d*p*/d*t*_min_) (2199.68 ± 162.01 mmHg/s vs 4324.01 ± 550.69 mmHg/s, *P* < 0.01) compared to the control group. Additionally, a significantly higher LVDP was observed in the model group (Figure S1). These results indicate that diabetes and hyperglycemia impair systolic function, relaxation, and increase ventricular pressure, which may contribute to the development and progression of DCM.

### 3.3 The DCM rats demonstrate elevated serum cardiac injury markers and dyslipidemia

The DCM rats also showed elevated serum cardiac injury markers and dyslipidemia. Serum levels of LDH and CK-MB were significantly higher in DCM rats compared to control rats (Figure S2a and b), suggesting myocardial damage due to diabetes. Furthermore, plasma lipid levels were altered; total CHOL, triglycerides, and LDL-C were significantly higher in DCM rats than in normal rats (Figure S2c–e), while there was no significant difference in HDL-C between the two groups (Figure S2f).

### 3.4 The DCM rats demonstrate structural deficits in heart

The DCM rats also showed structural deficits in the heart. After hemodynamic measurements, the hearts were removed and weighed. As shown in Figure S3b, the heart weight of DCM rats was significantly reduced five months after STZ-induced diabetes. H&E staining of heart tissues in the control group showed regular myocardial fibers and normal morphology of cardiac myocytes (Figure 2a). However, in the diabetic model group, there was slight myocardial cell death and a mild increase in inflammatory cells in the myocardial interstitium, characterized by scattered distribution of eosinophilic enhanced and condensed nuclei in myocardial cells and increased inflammatory cells within the capillaries. Masson’s trichrome staining showed no obvious increased collagen deposition in heart tissues. Measurement of cell size in transverse WGA-stained sections revealed decreased cardiomyocyte size in diabetic rats. Figure S3a shows representative images of myocytes stained with WGA in normal and DCM rats, and Figure S3c shows the statistical results. The analysis revealed that DCM caused smaller myocytes compared to normal rats (472.06 ± 38.39 μm² in DCM vs 587 ± 25.64 μm² in normal, *P* < 0.001).

**Figure 2:**
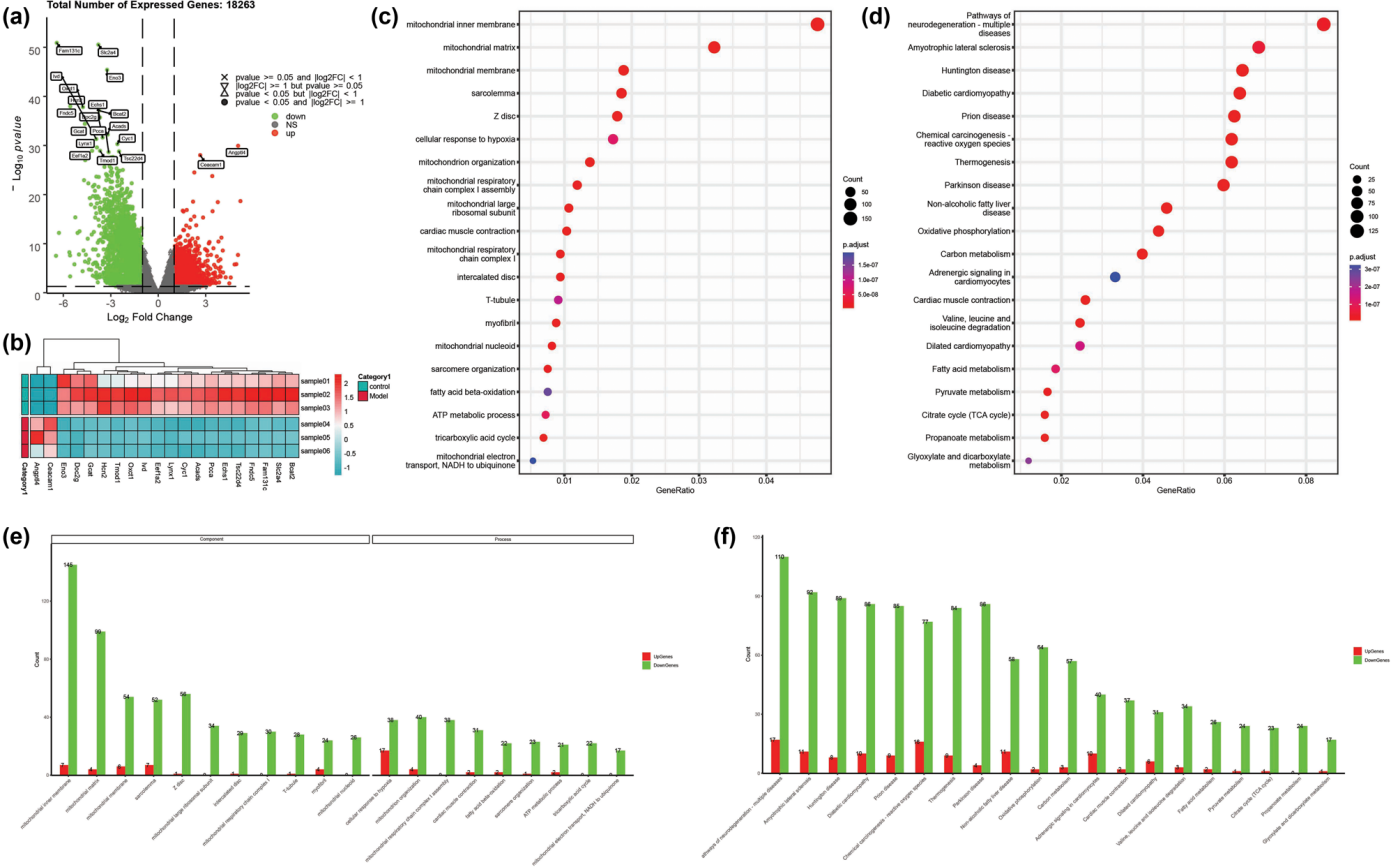
The results of RNA-seq sequence analyses of heart. (a) The volcano plot showing the distribution of log2 FC and *P* values for the differential expressed genes of the hearts in response to hyperglycemia. Red dots, significantly up-regulated genes; green dots, significantly down-regulated genes; grey triangles, no significant difference. (b) The heat map of top 20 DEGs. The expression level of genes in different samples is represented by different colors. The scale at the right denoted normalized expression levels (red, high expression; blue, low expression). (c) Dot plot of the top 20 GO terms in GO analysis of DEGs. (d) The 20 top KEGG pathways in the KEGG analysis of DEGs. (e) The numbers of up-regulated and down-regulated genes in the top 20 GO terms. (f) The numbers of up-regulated and down-regulated genes in the top 20 KEGG pathways.

### 3.5 Transcriptome analysis reveals significant differences in gene expression between DCM and normal rats

Applying the cutoffs of *P*_adj_ < 0.05 and |log2| FC > 1, we identified 3,880 DEGs between the normal and model groups. 

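Heart RNA from 3 control rats and 3 model rats, the latter injected once with streptozotocin (STZ) at 65 mg/kg to destroy insulin-producing cells, was sequenced 5 months after injection. The authors deposited the number of reads counted on each of 21554 rat genes in each heart, without normalization, and a table of FPKM values made from the same counts. The paper's text does not name the aligner, the counting tool or the genome build. The hearts of control rats 1, 2 and 3 had 17588259, 17719353 and 17948961 counts, and those of model rats 3, 4 and 8 had 16617803, 17734095 and 16848213. At these depths 20347 genes had at least 1 count in some heart. The counts were tested with edgeR's quasi-likelihood test after TMM normalization, a scaling that assumes most genes do not change, on the 13895 genes that passed edgeR's filter on low counts. With Benjamini-Hochberg adjustment, 3014 genes had an adjusted p-value under 0.05 and a log2 fold change above 1 in size. DESeq2, the tool of the paper's methods, gave 3318 genes under the same thresholds, of which 2916 were among the 3014. A stricter test, in which the fold change itself had to exceed the threshold (edgeR's glmTreat), gave 933 genes and moved the total most. Gene names were taken from the part of Table S3 that was read, which pairs 1076 gene identifiers with a symbol, and every gene in that part was higher in the model group. Lower genes, BCAT2 and the BCKDH subunits included, are therefore not named here.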

Among these, 1,593 genes were significantly up-regulated, while 2,287 genes were significantly down-regulated (Figure 2a and Table S3). 

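Of the 3014 genes past both thresholds in edgeR's test, 1175 were higher and 1839 were lower in the model group, so 39% were higher. Of the 1283 higher genes read from Table S3, 1201 passed the filter on low counts, each of these was also higher in edgeR, and 1082 were past both thresholds. The division between higher and lower genes depended on how the libraries were scaled. With DESeq2's size factors (RLE) in edgeR, 1083 genes were higher and 1907 lower. With upper quartile scaling 1706 were higher and 1550 lower, and with library totals alone 2300 were higher and 1359 lower. Scaling by library totals moved the median log2 fold change of the tested genes from 0.076 to 0.345. With each heart left out in turn, the number of higher genes ran from 657 to 1279 and the number of lower genes from 1488 to 1950.

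**Figure D1:**
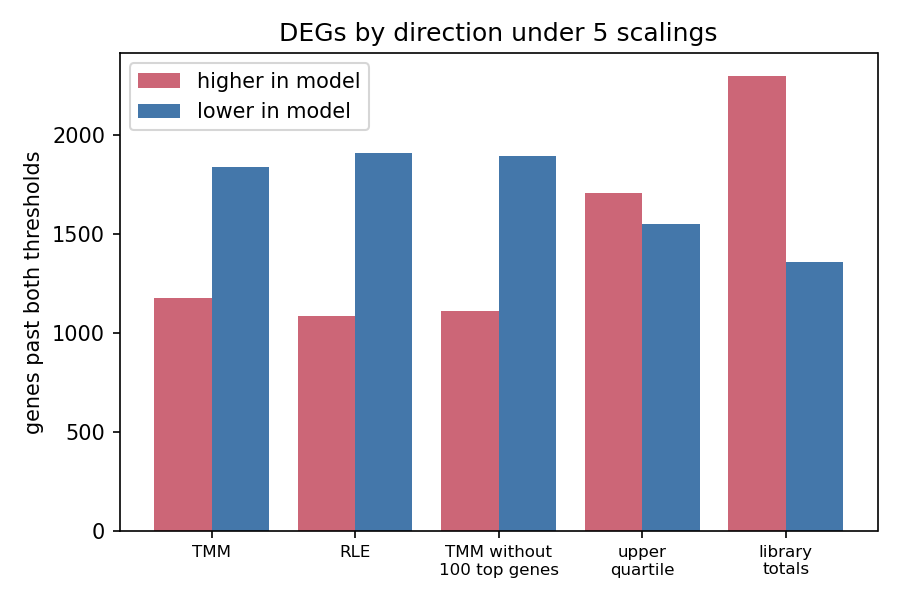
Number of genes with an adjusted p-value under 0.05 and a log2 fold change above 1 in size (vertical axis) under 5 scalings of the libraries in edgeR, red for genes higher and blue for genes lower in the model group. Lower genes outnumber higher genes with TMM (1839 against 1175), and higher genes outnumber lower genes with library totals (2300 against 1359).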

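The part of Table S3 that was read assigns 75 genes to a family of transcription factors, each of them higher in the model group. In edgeR's test 73 of these genes passed the filter on low counts and 66 were past both thresholds. Their log2 fold changes ran from 1.04 to 2.50, with a median of 1.47. These genes were read from a list of higher genes, so their direction is fixed by that list, and lower transcription factors were not analysed here.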

Notably, among the 3,880 DEGs, 175 TFs were identified, with 94 TFs significantly up-regulated and 81 significantly down-regulated (Table S3). To illustrate the expression patterns of these DEGs, a heat map and hierarchical clustering were constructed, with the top 20 DEGs shown in Figure 2b. 

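Angptl4 (ENSRNOG00000007545) and Ceacam1 (ENSRNOG00000020578), both shown in Fig. 2b, rose in the model group. Angptl4 measured 2.81 ± 1.57 CPM (TMM-normalized counts scaled to a common library size; SD, n = 3) in control hearts and 97.0 ± 26.0 (SD, n = 3) in model hearts. Its log2 fold change was 5.11 (standard error 0.44, adjusted p = 0.0003886 from edgeR's quasi-likelihood test). Ceacam1 measured 6.50 ± 0.92 CPM (SD, n = 3) in control hearts and 42.1 ± 8.48 (SD, n = 3) in model hearts, a log2 fold change of 2.70 (standard error 0.22, adjusted p = 0.000387 from the same edgeR test). For both genes every model heart lay above every control heart (two-sided exact permutation test, p = 0.1, the smallest that 3 rats against 3 allow). Leaving out each heart in turn kept the log2 fold change of Angptl4 between 4.74 and 5.54 and that of Ceacam1 between 2.47 and 2.80. Among genes whose hearts did not overlap between the groups, the largest falls included ENSRNOG00000016659 and ENSRNOG00000009450. Their counts in the 3 model hearts were at most 3, and set against the lowest control heart they were at least 18.9-fold and 17.0-fold lower. The second was uneven between control hearts, with 49, 53 and 314 counts. The tables used here do not pair these identifiers with names.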

The heat map depicted gene expression levels across different samples using colors ranging from light blue (low expression) to dark red (high expression), highlighting distinct gene expression patterns between the control and model groups.

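On the log2 CPM of the 13895 tested genes, hierarchical clustering parted the 3 control hearts from the 3 model hearts. The mean distance between hearts of different groups exceeded the mean distance within groups by 58.0 log2 units (Euclidean distance over the tested genes). No other split of the 6 hearts into 3 and 3 gave a separation as large (one-sided exact permutation test, p = 0.1, the smallest that 10 splits allow). Pearson correlations across genes were 0.967 to 0.973 between control hearts, 0.927 to 0.966 between model hearts, and 0.808 to 0.924 between the groups. The first principal component carried 68.1% of the variance and the second 14.4%.

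**Figure D2:**
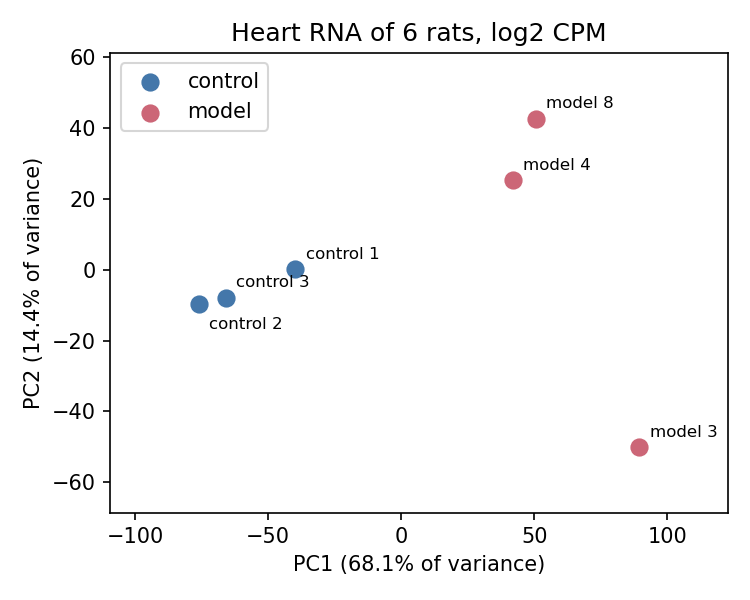
Scores of the 6 hearts on the first and second principal components of log2 CPM, blue for control rats 1, 2 and 3 and red for model rats 3, 4 and 8. The control hearts lie between -76.1 and -39.9 on the first component and the model hearts between 41.9 and 89.5.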

GO analysis revealed that 540 terms were significantly enriched (*P* < 0.05) within the DEGs, categorized into biological process, cellular component, and molecular function groups, comprising 380, 66, and 94 terms, respectively (Table S4). Among the top 20 most significantly enriched GO terms, as shown in Figure 2c, several are associated with mitochondrial structure or biological processes. These include the mitochondrial inner membrane, mitochondrial matrix, mitochondrial large ribosomal subunit, mitochondrial respiratory chain complex I, assembly of mitochondrial respiratory chain complex I, tricarboxylic acid cycle, ATP metabolic process, and mitochondrial electron transport. Figure 3d reveals that the top 20 most significantly enriched GO terms were down-regulated, indicated by the down-regulation of most genes in these pathways.

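The 20 terms listed first in Table S4, as read here, name 473 genes, in lists of which 2 were read only in part, and 36 of these symbols could be paired with a gene identifier. In edgeR's test 33 of the 36 passed the filter on low counts, each of them was higher in the model group, and 32 were past both thresholds, with a median log2 fold change of 1.59. The pairing comes from a list of higher genes, so these are the rising members of the terms, and the falling members, the larger number in the paper's own counts for each of the 20 terms, were not analysed here. From the larger number of lower than higher genes in each term, the paper concludes that the terms were down-regulated.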

**Figure 3:**
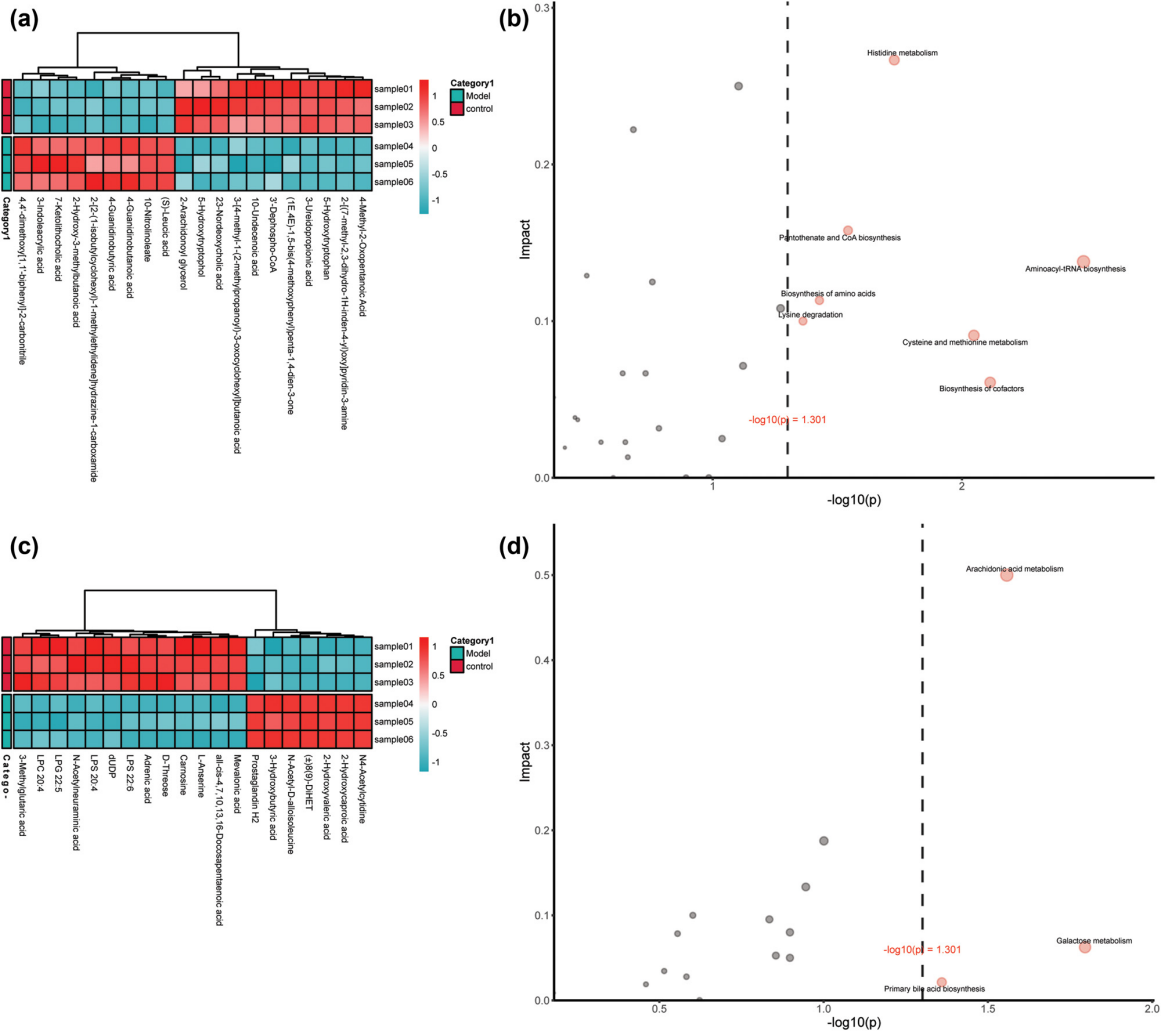
The function enrichment and hierarchical clustering of the differential metabolites. (a and b) Heat map of the top 20 differential metabolites in positive mode and negative mode. (c and d) The top 20 KEGG pathway enrichment and topology analysis results of positive mode and negative mode.

The KEGG pathway enrichment analysis identified 82 significantly enriched pathways between the control and model groups (Table S5). There was a notable enrichment of DEGs in carbohydrate metabolism, energy metabolism, and amino acid metabolism. The top 20 KEGG pathways, mainly related to metabolic processes, included carbon metabolism, the citrate cycle (TCA cycle), pyruvate metabolism, glyoxylate and dicarboxylate metabolism, propanoate metabolism, oxidative phosphorylation, valine, leucine, and isoleucine degradation, as well as fatty acid metabolism (Figure 2d). Additionally, DEGs were enriched in pathways related to DCM, cardiac muscle contraction, and dilated cardiomyopathy. 

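The 20 pathways listed first in Table S5, as read here, name 319 genes, in lists of which 8 were read only in part, and 38 of these genes could be paired with a gene identifier. All 38 passed the filter on low counts and were higher in the model group in edgeR's test, and 37 were past both thresholds, with log2 fold changes from 1.07 to 4.37. As with the GO terms, the pairing reaches the rising members of these pathways, and the falling members were not analysed here.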

Figure 3d shows that the top 20 most significantly enriched KEGG pathways were down-regulated, indicated by the down-regulation of most genes in these pathways.

### 3.6 Metabolomic analysis reveals metabolite perturbations between in DCM rats

Metabolomic profiles were evaluated using PLS-DA, revealing a clear distinction between the control and model groups in both positive and negative modes (Figure S4). To identify differentially accumulated metabolites, the criteria of VIP > 1, *P* < 0.05, and fold change >2 were used. Based on these criteria, 53 metabolites were identified in the positive ion mode and 56 in the negative ion mode. In the positive ion mode, 30 metabolites were down-regulated in diseased tissues, while 23 metabolites were up-regulated. In the negative ion mode, 26 metabolites were up-regulated, and 30 metabolites were down-regulated (Table S6).

To visualize the overall changes in the heart metabolome, we constructed a clustered heat map of DAMs. This heat map provides a detailed view of the metabolomic alterations between the model and normal groups (Figure 3c and d). Subsequent analysis revealed that these DAMs were predominantly enriched in categories such as amino acids, peptides and analogs, fatty acids and conjugates, carbohydrates and carbohydrate conjugates, and glycerophosphocholines (Table S2).

To elucidate the pathways associated with the differentially abundant metabolites, we performed enrichment and topological analyses. These analyses revealed significant enrichment in multiple pathways. In the positive ion mode, notable enrichment was observed in pathways such as aminoacyl-tRNA biosynthesis, cofactor and cysteine metabolism, histidine metabolism, pantothenate and CoA biosynthesis, amino acid biosynthesis, and lysine degradation. In the negative ion mode, significant enrichment was found in galactose metabolism, arachidonic acid metabolism, and primary bile acid biosynthesis pathways (Figure 3a and b, Table S7).

### 3.7 Integrated analysis of transcriptome and metabolome reveals disrupted branched-chain amino acids (BCAAs) degradation in DCM rats

To assess the correlation between the transcriptome and metabolome, the correlation coefficient was calculated using the Spearman method with R packages. The heat map analysis in Figure 4a shows both positive and negative correlations between various genes and metabolites, suggesting a potential influence of the transcriptome on metabolic processes.

**Figure 4:**
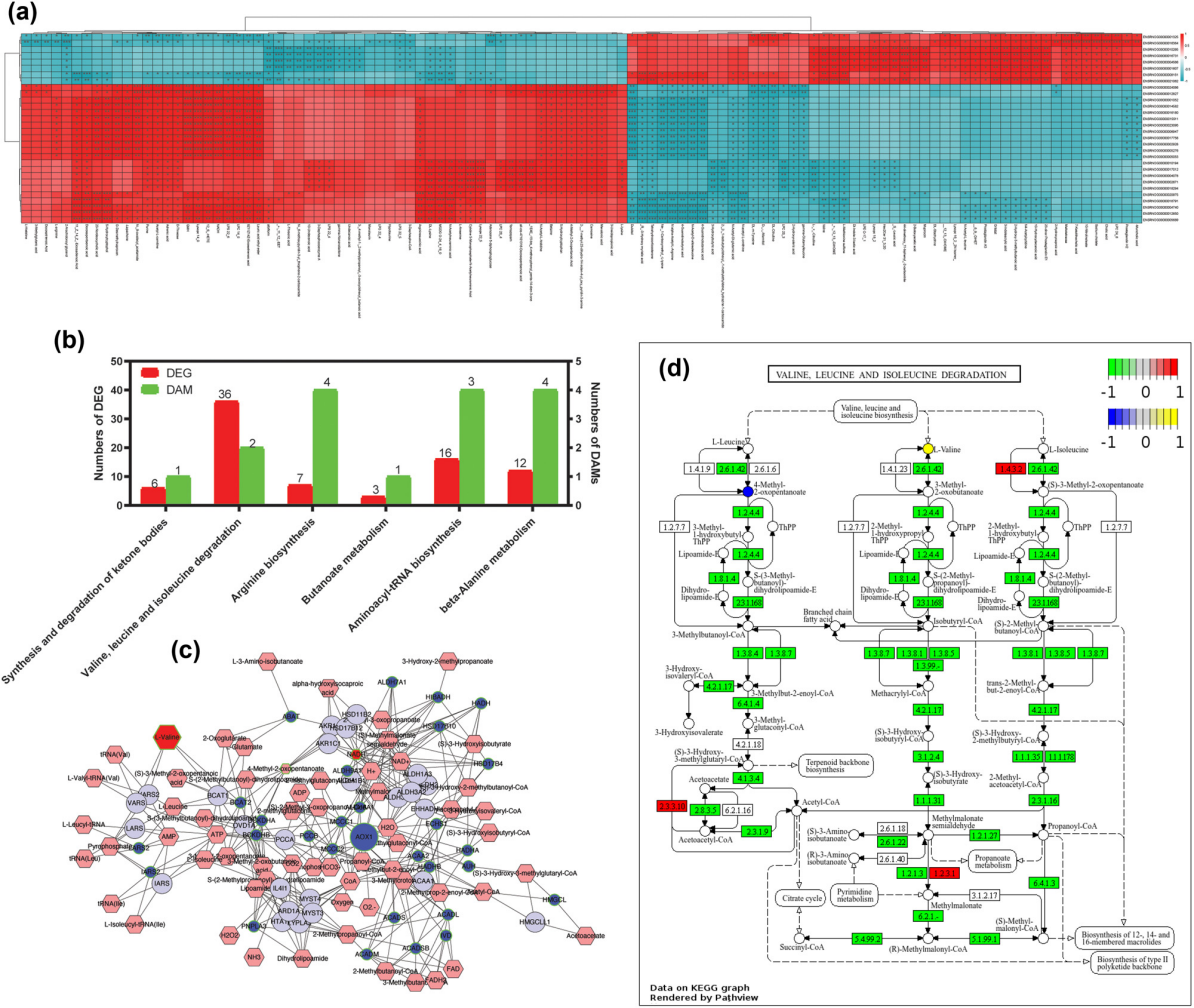
Integrated analysis of transcriptome and metabolome, (a) The top 50 heat plot of the correlations between metabolites (columns) and genes (rows). The red and blue colors show the positive and negative correlations between transcriptomics and metabolomics data (*P < 0.05, **P < 0.01, ***P < 0.05). (b) Numbers of DEGs and metabolites in comapped significant enrichment pathways by joint KEGG enrichment analysis. (c) Schematic diagram of the valine, leucine, and isoleucine degradation pathway, the red hexagonal boxes with green borders represent the DAMs, with larger boxes indicating up-regulated DAMs and smaller boxes representing down-regulated DAMs. The blue circles with green borders represent the DEGs, with larger circles indicating up-regulated DEGs and smaller circles representing down-regulated DEGs. (d) Valine, leucine, and isoleucine degradation pathway in DCM hearts, expression changes of target genes and metabolites are mapped by colors: green color – statistically significant down-regulated genes, red color – statistically significant up-regulated genes, yellow color – statistically significant up-regulated metabolites, and blue color – statistically significant down-regulated metabolites.

To further investigate the relationship between DEGs and DAMs, we mapped them to the KEGG pathway database. This enabled the identification of pathways significantly enriched with both differential metabolites and DEGs. A joint KEGG enrichment analysis of the transcriptome and metabolome revealed six significant pathways (Figure 4b). Among these, the degradation of valine, leucine, and isoleucine was the most significantly dysregulated at both the gene and metabolite levels. A total of 36 DEGs and 2 DAMs were involved in this pathway’s dysregulation. Visualization of the integrated pathway-level analysis from transcriptomics and metabolomics data using Pathview showed that the expression of most genes associated with this pathway is down-regulated, including BCAT2, BCKDHA, BCKDHB, DBT, and DLD genes (Figure 4c). 

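In the pathway for degradation of valine, leucine and isoleucine, Aox1 (ENSRNOG00000015354) could be paired with its counts and was higher in the model group. Aox1 measured 8.39 ± 0.70 CPM (SD, n = 3) in control hearts and 26.0 ± 0.90 (SD, n = 3) in model hearts. Its log2 fold change was 1.63 (standard error 0.17, adjusted p = 0.000559 from edgeR's quasi-likelihood test), and the paper's value in Table S3 is 1.58. Every model heart was above every control heart (two-sided exact permutation test, p = 0.1, the smallest that 3 rats against 3 allow). Across the fits that each left out one heart, the log2 fold change stayed between 1.57 and 1.69. The 5 genes that the paper names as down-regulated could not be paired with a gene identifier and were not analysed here.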

BCAT2 encodes branched-chain amino acid transferase, which is involved in the first reversible step of the degradation reaction, converting BCAAs to their respective branched-chain α-keto acids (BCKAs). Subsequently, BCKAs undergo irreversible oxidative decarboxylation mediated by branched-chain α-keto acid dehydrogenase (BCKDH) to produce coenzyme A (CoA) esters. BCKDH comprises four catalytic subunits: BCKDHA/E1α, BCKDHB/E1β, DBT/E2, and DLD/E3, with BCKDHA and BCKDHB encoding the key catalytic subunits of BCKDH. Our study detected an increase in NADH, indicating an inhibition of BCKD kinase activity. Along with the down-regulation of BCAA catabolic gene expression, there was a significant up-regulation of intramyocardial levels of the BCAA valine.

### 3.8 Gata3 are the key TFs that regulate valine, leucine, and isoleucine degradation

To further understand the regulation of valine, leucine, and isoleucine degradation in DCM, key DEGs including BCAT2, BCKDHA, BCKDHB, DBT, and DLD were analyzed using the iRegulon plugin in Cytoscape software to identify TFs. A total of 40 TFs were predicted to regulate BCAT2, BCKDHA, BCKDHB, DBT, or DLD. Among these, Zc3h7a, Prdm14, Gata3, and Gata2 were predicted to regulate four out of the five key genes. Further analysis found that Gata3, detected in our RNA sequencing data, was significantly up-regulated. Consequently, Gata3 was identified as a negative regulator in the valine, leucine, and isoleucine degradation pathway, as its target genes BCAT2, BCKDHB, DBT, and DLD were down-regulated (Figure 5).

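Gata3 (ENSRNOG00000019336) had 37, 24 and 23 counts in control rats 1, 2 and 3 and 98, 126 and 91 counts in model rats 3, 4 and 8. Normalized by TMM, these were 1.74 ± 0.56 CPM (SD, n = 3) in control hearts and 5.57 ± 0.13 (SD, n = 3) in model hearts. The log2 fold change was 1.67 (standard error 0.33, adjusted p = 0.006187 from edgeR's quasi-likelihood test), and the paper's value in Table S3 is 1.61. Every model heart was above every control heart (two-sided exact permutation test, p = 0.1, the smallest that 3 rats against 3 allow). The log2 fold change ran from 1.53 to 1.96 with each heart left out in turn, and the largest adjusted p-value in those edgeR fits was 0.03371. On log2(FPKM + 1), where a low gene's change is understated, it was 0.98.

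**Figure D3:**
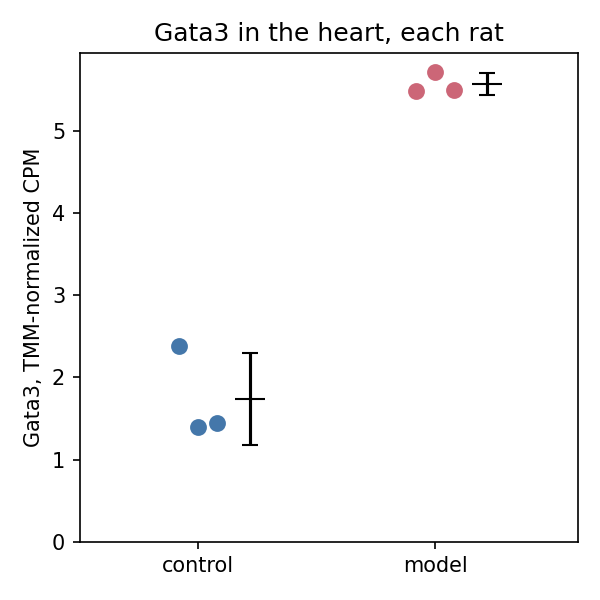
TMM-normalized CPM of Gata3 (vertical axis, from 0) in each control and model rat, with the mean and SD of each group beside the points. The 3 model hearts, at 5.48, 5.72 and 5.49, lie above the 3 control hearts, at 2.388, 1.395 and 1.447.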

**Figure 5:**
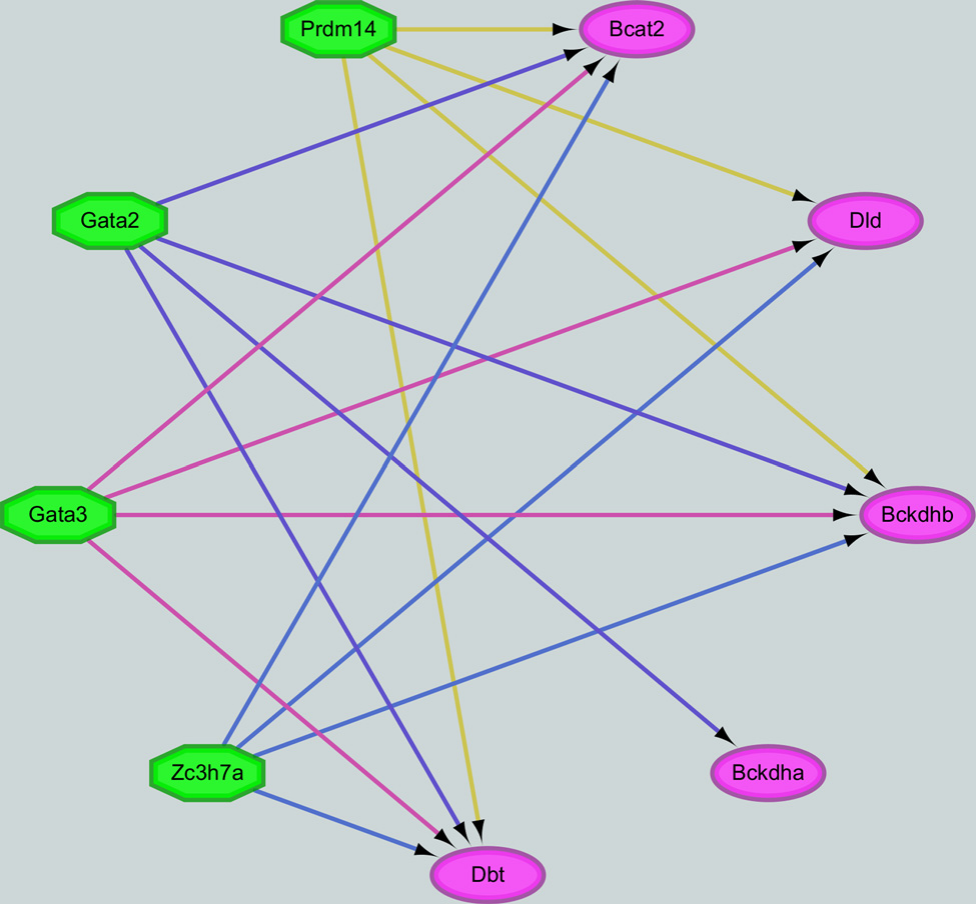
The TF-target gene regulatory network. Circles represent genes, and hexagons represent TFs.

## 4 Discussion

In our study, we found that the disruption of valine, leucine, and isoleucine degradation is a critical characteristic of myocardial damage induced by diabetes, as revealed by integrated transcriptome and metabolome analysis in DCM rats. This down-regulation of BCAA degradation in diabetic hearts is likely due to the increased expression of Gata3, a TF that regulates the key enzymes involved in valine, leucine, and isoleucine metabolism, as identified using the iRegulon plugin in Cytoscape software.

BCAAs, which include leucine, isoleucine, and valine, are essential nutrients primarily obtained from the diet. They are crucial for protein synthesis and energy metabolism and serve as important nutritional signals with significant physiological and pathological effects [13]. Research in animal models and clinical studies has shown that abnormalities in BCAA catabolism are a prominent metabolic feature in cardiac diseases [13,14,15,16].

Elevated plasma BCAA levels have been observed in individuals with HF, and epidemiologically, increased circulating BCAA levels are considered biomarkers for HF and can predict adverse outcomes in these patients [17–24]. Studies in both animal models and clinical settings have also demonstrated that a deficiency in BCAA catabolism is a prominent metabolic characteristic in cardiac diseases such as compensated and decompensated HF and dilated cardiomyopathy [13,25–32].

Upon ingestion, BCAAs contribute to protein synthesis and cellular signaling. The homeostasis of BCAAs is tightly regulated, and excess BCAAs are degraded via a catabolic pathway in the mitochondrial matrix [33]. Initially, BCAAs are converted into branched alpha-ketoacids (BCKAs) by branched-chain amino acid transferases (BCATs) [34,35]. BCATs exist in two isoforms: the cytosolic form (BCATc or BCAT1) and the mitochondrial form (BCATm or BCAT2) [36]. The irreversible oxidation of BCKAs, the rate-limiting step of BCAA catabolism, is performed by the BCKA dehydrogenase (BCKDH) complex [33,37]. The BCKDH complex comprises three components: an E1 decarboxylase with α/β subunits encoded by BCKDHA and BCKDHB genes; an E2 dihydrolipoyl transacylase encoded by the DBT gene; and an E3 dihydrolipoyl dehydrogenase encoded by the DLD gene [38]. The activity of BCKDH is negatively regulated by the phosphorylation of the E1α subunit by BCKD kinase, while dephosphorylation by protein phosphatase 2Cm (PP2Cm) activates BCKDH [39]. Additionally, an increased NADH/NAD + ratio inhibits BCKDH activity [33,40]. In our study, the expression of the gene encoding BCAT2 and the subunits (Bckdha/E1α, Bckdhb/E1β, and DLD) of BCKDH was down-regulated, indicating a disruption in the transcription of key enzymes involved in BCAA degradation. Along with the down-regulation of BCAA catabolic gene expression, there was a significant accumulation of intramyocardial BCAAs, particularly valine.

The impairment in cardiac BCAA catabolism is unlikely to affect energy supply in HF *per se*, as BCAA oxidation contributes less than 5% to ATP production, even in a healthy heart [41,42]. However, animal studies have shown that disruptions in BCAA metabolism can affect cardiac function, vascular remodeling, glucose and lipid metabolism, inflammation, and tissue fibrosis [43–45].

Deficiencies in BCAA catabolism can directly impair cardiac function [29,46]. In a mouse model with inactivation of the BCKDHA gene, which encodes the E1α subunit of the BCKDH complex, a complete blockage of BCAA catabolic flux resulted in rapid and severe contractile defects in the heart [47]. Studies on myocyte-specific PP2Cm-KO mice indicate that deficient BCAA catabolism in the heart can directly impair cardiac function and accelerate pressure overload-induced cardiomyopathy [47]. Our study also observed systolic and diastolic dysfunction in DCM rats, accompanied by significant disruption in BCAA degradation, suggesting that impaired BCAA degradation may be a critical mechanism in diabetes-induced heart injury.

Inflammation is a key factor in many metabolic diseases, including diabetes, obesity, and cardiovascular diseases [48–50]. Liu et al. [51] reported that long-term high BCAA supplementation increased BCKA levels, inflammation, and tissue fibrosis (liver and kidney) in rodents. Additionally, a significant relationship was found between isoleucine and IL-6 in patients with metabolic syndrome, suggesting that isoleucine may be a potential predictive biomarker for the pro-inflammatory state of metabolic syndrome [52]. In our study, we observed a mild increase in inflammatory cells in the myocardial interstitium, especially within the capillaries, compared to the control group.

The disruption of valine, leucine, and isoleucine degradation has been reported to affect glucose and lipid metabolism as well as mitochondrial function and structure. Several animal studies have shown that the accumulation of BCAAs and their metabolites can directly inhibit pyruvate dehydrogenase (PDH) activity, leading to a significant reduction in glucose uptake and oxidation [53–55]. Specifically, high BCAA levels disrupt mitochondrial pyruvate (the end product of glucose oxidation) utilization by inhibiting PDH activity [54]. Regarding lipid metabolism, the metabolism of BCAAs and fatty acids appears to be functionally related, as previous studies have shown that KLF15 regulates both the BCAA catabolic pathway and PPARα activity, which are involved in fatty acid metabolism in cardiomyocytes [13,56–59]. Additionally, studies in animal models have indicated that E1α knockdown, which suppresses fatty acid oxidation, is associated with changes in the expression of molecules that regulate fatty acid metabolism [60]. Research on non-alcoholic fatty liver disease (NAFLD) and breast cancer has also shown that the loss of BCAA catabolism significantly contributes to mitochondrial dysfunction [61–64]. In our study, alongside the significant disruption of BCAA catabolism, GO pathway analysis revealed a significant enrichment of DEGs in terms related to mitochondrial structure or biological processes. These included the mitochondrial inner membrane, mitochondrial matrix, mitochondrial large ribosomal subunit, mitochondrial respiratory chain complex I, assembly of mitochondrial respiratory chain complex I, tricarboxylic acid cycle, ATP metabolic process, and mitochondrial electron transport. Most of the genes in these categories were down-regulated, indicating impaired mitochondrial function and structure. KEGG pathway analysis of DEGs revealed significant enrichment in pathways related to carbon metabolism, the citrate cycle (TCA cycle), pyruvate metabolism, glyoxylate and dicarboxylate metabolism, propanoate metabolism, oxidative phosphorylation, and fatty acid metabolism. Furthermore, the metabonomic analysis indicated that the DAMs were predominantly enriched in sets of metabolites such as peptides and analogs, fatty acids and conjugates, carbohydrates and carbohydrate conjugates, and glycerophosphocholines. These findings suggest that the disruption of branched-chain amino acid metabolism occurs concurrently with abnormalities in glucose and lipid metabolism and mitochondrial dysfunction. However, the causal relationship among these factors requires further investigation.

GATA-3, part of the GATA family of TFs, plays a crucial role in regulating hematopoietic stem cells and their derivatives [65,66]. Studies in mGATA3KO mice have shown that the deficiency of GATA3-positive macrophages can improve cardiac function following myocardial infarction or pressure overload hypertrophy [67–69]. In our study, GATA3 was significantly up-regulated and identified as a TF regulating the key enzymes involved in the degradation of valine, leucine, and isoleucine. GATA3’s involvement in amino acid metabolism regulation is supported by studies in breast cancer, where Glutaminase 2 (GLS2), transcriptionally regulated by the estrogen receptor co-factor GATA3, is more common in hormone receptor-positive tumors [70,71]. Furthermore, research on clear cell renal cell carcinoma has demonstrated the tumor growth-inducing functions of the AMPK–GATA3–ECHS1 pathway. In this pathway, BCAA accumulation, increased by ECHS1 down-regulation, acts as a promoter of mTORC1 and *de novo* fatty acid synthesis, thereby enhancing cell proliferation [72,73]. Our study predicted GATA3 as a negative regulator of the genes encoding key enzymes in the degradation of valine, leucine, and isoleucine.

In summary, our results indicate that the disruption of BCAA degradation is a critical characteristic of myocardial damage induced by diabetes. This disruption occurs concurrently with abnormalities in glucose and lipid metabolism, damage to mitochondrial structure and function, significant cardiac dysfunction, cardiac remodeling, and a mild increase in inflammatory cells in the myocardial interstitium, particularly within the capillaries. GATA3 was identified as a TF regulating key catalytic enzymes involved in branched-chain amino acid metabolism. While the causal relationship between the disruption of BCAA degradation and other factors, such as cardiac dysfunction, abnormalities in glucose and lipid metabolism, and increased inflammatory cell infiltration in DCM, requires further investigation, our findings provide valuable insights for future studies on DCM.

## Supplementary Material

Supplementary material

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

# Supplementary material for: Disruption of BCAA degradation is a critical characteristic of diabetic cardiomyopathy revealed by integrated transcriptome and metabolome analysis
**Source:** Open Life Sci. 2024 Dec 31;19(1):20220974. doi: 10.1515/biol-2022-0974
**Supplement:** Supplementary material

Supplementary material

Table S1: Echocardiographic analysis of DCM rats

| Parameters      | Control Group  | Model Group   | P-Value |
|-----------------|----------------|---------------|---------|
| Ivsd(mm)        | 1.46 ± 0.04    | 1.41 ± 0.21   | 0.6444  |
| LVIDd(mm)       | 7.97 ± 0.8     | 8.02 ± 0.66   | 0.8829  |
| LVPWd(mm)       | 1.48 ± 0.17    | 1.20 ± 0.12   | 0.0046  |
| IVSs(mm)        | 2.10 ± 0.34    | 1.88 ± 0.41   | 0.3123  |
| LVIDs(mm)       | 4.66 ± 0.48    | 5.04 ± 0.53   | 0.1971  |
| LVPWs(mm)       | 2.40 ± 0.21    | 1.95 ± 0.24   | 0.0034  |
| HR (bpm)        | 408.83 ± 30.38 | 279.5 ± 17.05 | <0.0001 |
| LVEDV(mL)       | 1.13 ± 0.31    | 1.15 ± 0.26   | 0.8957  |
| LVESV(mL)       | 0.26 ± 0.08    | 0.32 ± 0.09   | 0.1974  |
| SV (mL)         | 0.87 ± 0.24    | 0.83 ± 0.19   | 0.7172  |
| EF (%)          | 77.55 ± 2.38   | 72.74 ± 3.54  | 0.0143  |
| FS (%)          | 41.45 ± 2.28   | 37.34 ± 2.82  | 00129   |
| MV E/A Ratio    | 1.20 ± 0.13    | 1.52 ± 0.25   | 0.0160  |
| MV Vel E(cm/s)  | 86.22 ± 11.24  | 73.51 ± 9.45  | 0.0402  |
| MV Vel A(cm/s)  | 72.22 ± 11.96  | 49.48 ± 9.86  | 0.0021  |
| MV Dec Time(ms) | 28.67 ± 3.27   | 38.25 ± 4.62  | 0.0010  |
| IVRT(ms)        | 15.33 ± 2.34   | 26.75 ± 3.77  | <0.0001 |
| MV e'(cm/s)     | 5.25 ± 1.24    | 3.38 ± 0.73   | 0.0040  |
| E/e'            | 16.83 ± 2.76   | 22.55 ± 5.43  | 0.0369  |

Table S2: The class of the differentially altered metabolites

| Class                                        | Numbers<br>of DAM | Percentage<br>(%) |
|----------------------------------------------|-------------------|-------------------|
| Amino acids, peptides, and<br>analogues      | 21                | 18.92             |
| Fatty acids and conjugates                   | 17                | 15.32             |
| Carbohydrates and carbohydrate<br>conjugates | 6                 | 5.41              |
| Glycerophosphocholines                       | 5                 | 4.50              |
| Bile acids, alcohols and derivatives         | 3                 | 2.70              |
| Fatty acid esters                            | 2                 | 1.80              |
| Glycerophosphoglycerols                      | 2                 | 1.80              |
| Glycerophosphoserines                        | 2                 | 1.80              |
| Hydroxyindoles                               | 2                 | 1.80              |
| Benzoic acids and derivatives                | 2                 | 1.80              |
| Others                                       | 49                | 44.14             |

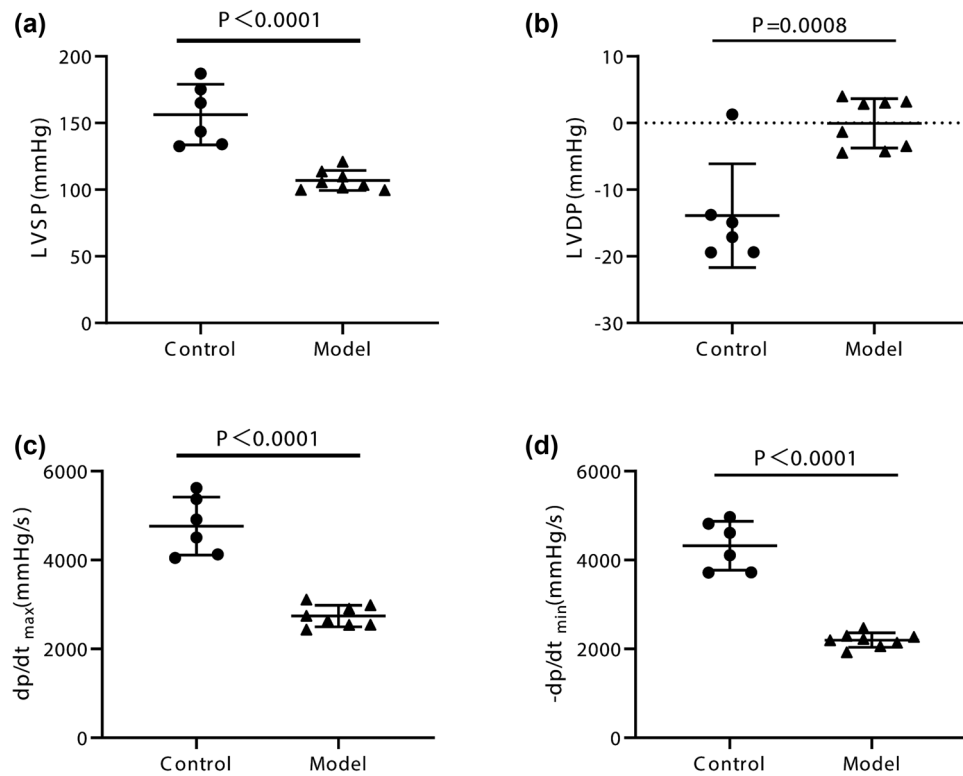

**Figure S1:** DCM has a negative impact on both diastolic and systolic function, leading to impaired cardiac performance by hemodynamics analysis, (a–d), Measurement of left ventricular systolic pressure (LVSP), left ventricular diastolic pressure (LVDP), maximum rate of pressure rise during systole ( $+dp/dt_{max}$ ) and maximum rate of pressure decline during diastole ( $-dp/dt_{min}$ ).

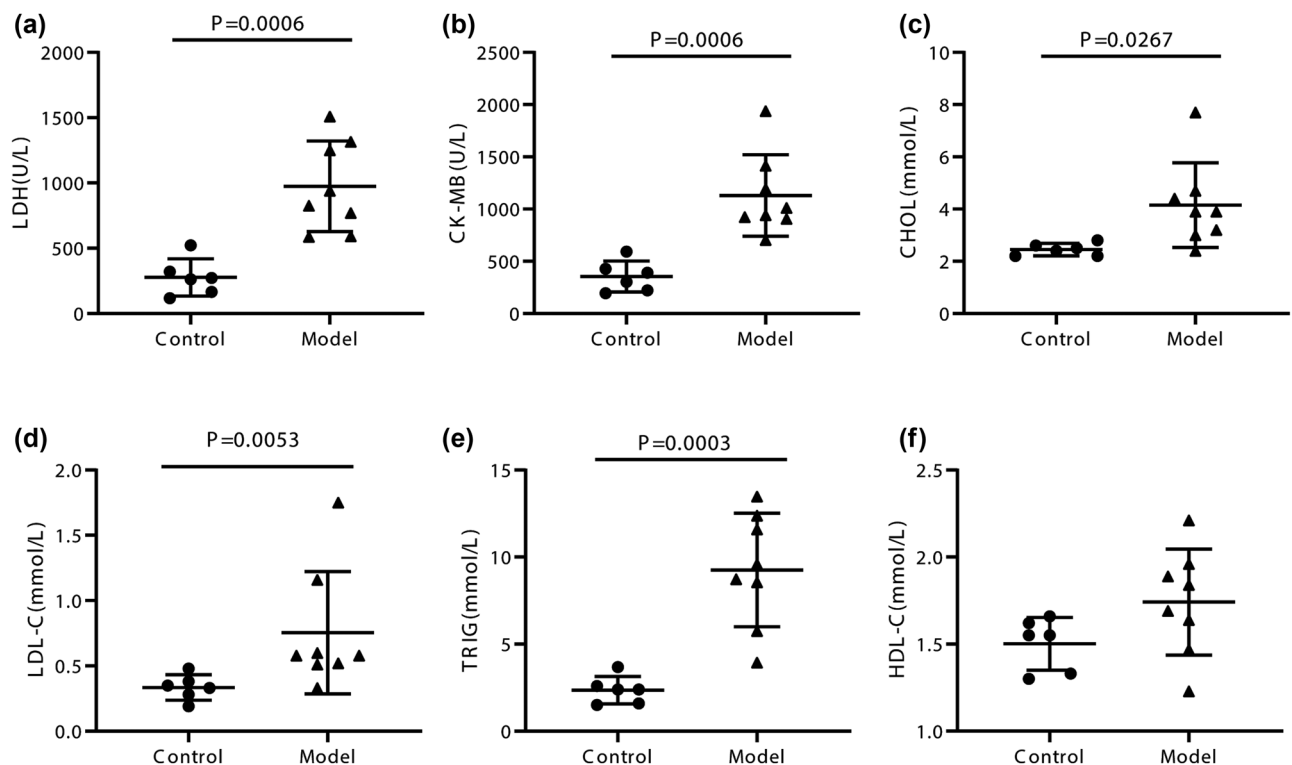

**Figure S2:** Biochemical parameters and lipid profile in serum, (a and b), serum cardiac injury markers LDH (a) and CK-MB (b), (c–f), the results of serum lipid levels.

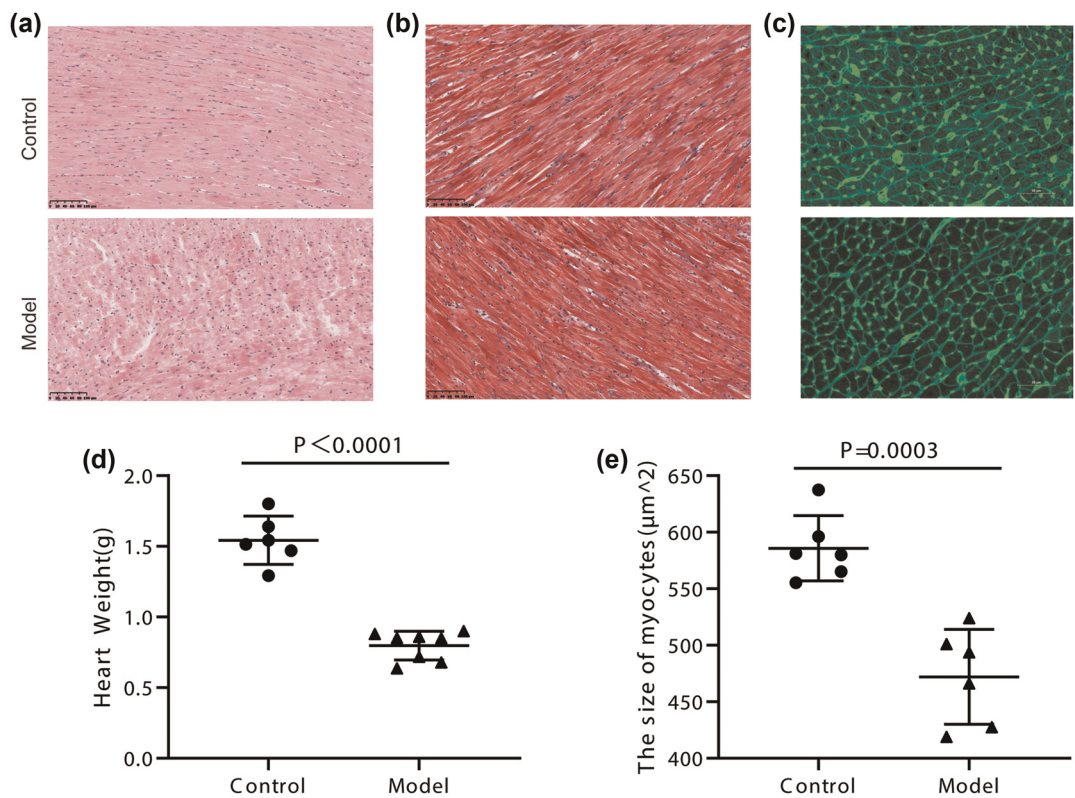

**Figure S3:** Diabetes change the morphology of myocytes. (a), Representative images of HE staining (200×), (b), Representative images of Masson staining (200×), (c), Representative images of WGA staining (400×), (d) the heart weight, (e), the calculated myocyte cross-sectional area.

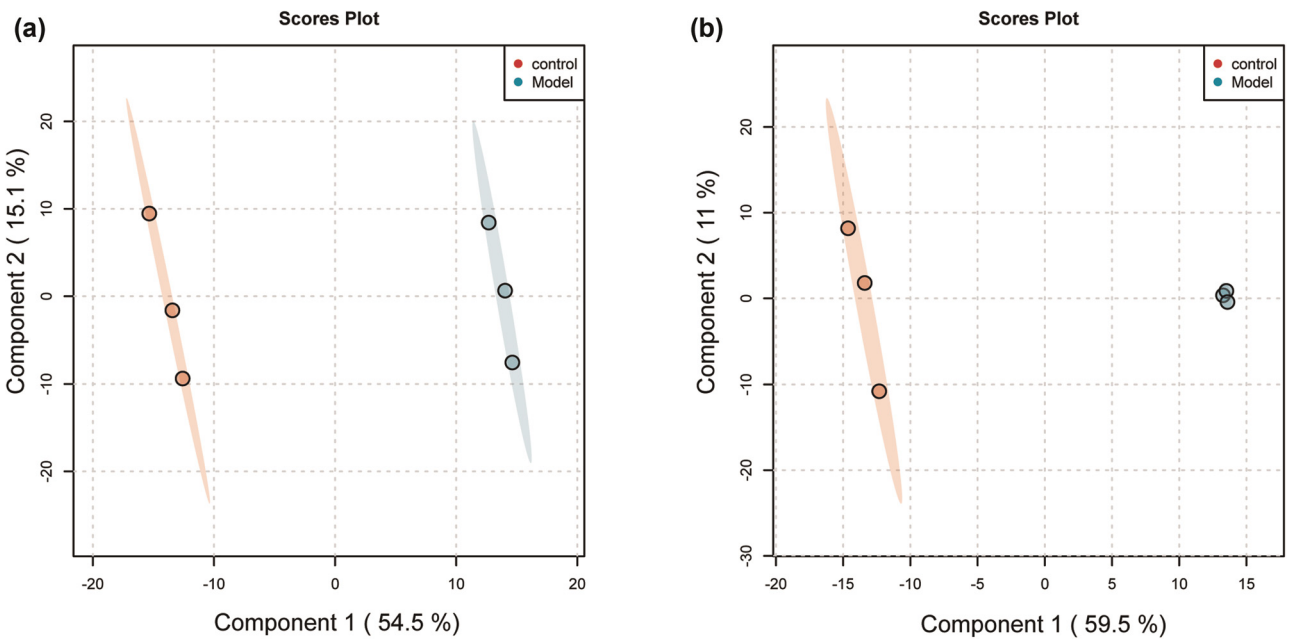

**Figure S4:** Partial least squares discriminant analysis (PLS-DA) score plots. (a) Positive mode, (b) negative mode.

How the deposited data were processed for this re-analysis (not part of the article)

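Heart RNA of 3 control rats and 3 model rats (STZ, 65 mg/kg, 5 months) was analysed. The authors deposited raw read counts per gene, whole numbers without normalization, for 21554 rat genes under Ensembl identifiers. They also deposited FPKM values, which the authors made by dividing the same counts by 1 length per gene and by each library's total. Checked on the values, the length implied for a gene was the same in every library. The methods describe TRIzol extraction, an NEBNext Ultra library kit and Illumina NovaSeq sequencing, and the paper's text does not name the aligner, the counter, the genome build or the annotation. The labels give control replicates 1, 2 and 3 and model replicates 3, 4 and 8, and each column was matched to its sample by name. No 2 columns held the same values.

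Library totals were 17588259 to 17948961 counts in the control group (median 17719353) and 16617803 to 17734095 in the model group (median 16848213). At such totals a gene with few counts, such as Gata3 with 23 to 126 counts per heart, carries a large counting error, and 3 rats per group limit the precision of every comparison.

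From the counts, edgeR 4.0.16 (R 4.3.3) was run with filterByExpr, TMM normalization, estimated dispersions and the quasi-likelihood test, with no covariate, on 13895 genes. Differentially expressed genes had a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change above 1 in size. Standard errors are the log2 fold change divided by the square root of the quasi-likelihood F statistic. Sample distances used log2 CPM with a prior count of 2. DESeq2 1.42.0 and limma 3.58.1 were run as alternatives, with other filters, scalings, pseudocounts on FPKM, offsets for gene length and each library left out in turn. Python 3.11.15 with scipy 1.17.1 made the summaries.

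The procedure was tested on simulated data drawn from the real means, dispersions and library sizes with 200 genes changed. On 13699 simulated genes edgeR recovered 169 of the 200 (84.5%), each with the right sign, and called 10 unchanged genes. On 13895 genes DESeq2 recovered 183 and called 29 unchanged genes. In the simulation each changed gene moved by the same factor, as many rose as fell, and no difference in composition was built in. The real data gave 3014 genes, 1175 higher and 1839 lower, with changes of many sizes. The rates of recovery and of false calls therefore do not carry over to the real comparison.

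Gene names came from Table S3 of the paper, of which 1283 rows were read, all of them higher in the model group, and 1076 of these carry a symbol. No identifier was matched through the RefSeq table of assembly GRCr8, which has no entries in its Ensembl column. The rule for choosing the named genes was set before the data were examined. It took every gene the paper names and members of gene sets written beforehand. It also took the 5 largest rises and 5 largest falls among differentially expressed genes. These needed an average log2 CPM of at least 1 and no overlap between groups. Of the gene sets, only paired members of the endothelial marker and BCAA degradation sets were taken, a narrowing that was not part of the rule. Lower genes could not be named, so 2 of their identifiers are given. For the same reason the tests of the BCAA degradation set (2 of 52 members paired), the sarcomere, TCA cycle, oxidative phosphorylation, fatty acid oxidation, complex I and mitochondrial ribosome sets, the cell marker sets and the BCAA genes Bcat2, Bckdha, Bckdhb, Dbt and Dld are void or were not run, because fewer than 80% of members had a value. One further result is not reported here. Metabolomics, echocardiography, hemodynamics and histology were not analysed here.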

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

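The tests on these genes were chosen before their results were seen, apart from the comparison of library totals. The paper does not report on the expression of Zc3h7a, Ly6h, Insm1, Ccl22 and Greb1 in its text, and all 5 were above the level in the control hearts. Zc3h7a is 1 of the transcription factors that the paper predicts to regulate the BCAA degradation genes together with Gata3, and it was higher in the model group as well. It measured 32.4 ± 0.53 CPM (SD, n = 3) in control hearts and 130.4, 65.0 and 63.4 in model rats 3, 4 and 8, a log2 fold change of 1.41 (standard error 0.29, adjusted p = 0.006527 from edgeR's quasi-likelihood test). Without model rat 3 the log2 fold change was 0.94. The paper singles out Gata3 as up-regulated among the predicted factors, and Table S3 lists Zc3h7a as higher too, at 1.38 by the paper's value. Gata2 and Prdm14, which the paper predicts alongside them, could not be paired with a gene identifier, so their expression was not examined here.

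The other 4 and Angptl4 had the 5 largest rises among differentially expressed genes with an average log2 CPM of at least 1 and no overlap between the groups. Their log2 fold changes were 5.62 for Ly6h, 5.44 for Insm1, 5.26 for Ccl22 and 4.15 for Greb1. Control counts were near zero, from 0 to 10 reads per heart, so these sizes depend on few reads. They were lowest on log2(FPKM + 1), which understates the change of a low gene. There the log2 fold changes were 2.49 for Ly6h, 1.32 for Insm1, 2.20 for Ccl22 and 1.01 for Greb1. Insm1 was uneven between model rats, at 18.9, 2.36 and 1.33 CPM in rats 3, 4 and 8. Its adjusted p-value was 0.00929 in edgeR, 0.08002 in limma-voom and 0.05293 on log2(FPKM + 1), and it ran up to 0.08002 over its alternatives.

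The lowest log2 fold change over the 4 other scalings was 1.38 among the 5 genes, but these scalings shift the genes together by less than such rises, so this comparison shows no stability. With offsets for gene length the lowest was 1.39. With each library left out in turn, 0 of the 5 genes had an adjusted p-value of 0.05 or more (the explanation of a single library), although leaving out an extreme library also removes its spread. The lowest log2 fold change in those fits was 5.01 for Ly6h and 4.71 for Ccl22. Without model rat 3 the log2 fold change was 3.47 for Greb1, 3.38 for Insm1 and 0.94 for Zc3h7a. Library totals differed by at most 1.08 times. RNA from another cell type and reads shared with similar genes were not tested for these genes, so a biological reading, a response to the 65 mg/kg STZ condition, cannot be told apart from them.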

How the results depend on the processing

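The alternatives were set before the data were examined, except DESeq2 with unadjusted p-values, which was added after seeing the data. The total of 3014 differentially expressed genes moved by more than 1.5 times with no fold change threshold (4873) and with glmTreat (933). The 1175 higher genes became 2300 with library totals, 2101 on log2(FPKM + 0.1), 2243 with no fold change threshold and 129 with glmTreat. The 1839 lower genes became 1088 on log2(FPKM + 1) and 804 with glmTreat. Across the 6 fits that each left out one replicate, the total ran from 2145 to 3112, higher genes from 657 to 1279 and lower genes from 1488 to 1950. The fit without control replicate 2 shared 2085 genes with the 3014.

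More genes were lower than higher with TMM (39% higher), RLE (36.2%), TMM without the 100 most abundant genes (37%), DESeq2 (37.3%) and limma-voom (36.4%). The division turned with upper quartile scaling (52.4%), library totals (62.9%), log2(FPKM + 1) (50.2%) and log2(FPKM + 0.1) (60.4%). The FPKM values are scaled by library totals, and library totals in place of TMM moved the median log2 fold change from 0.076 to 0.345. Fold changes in either direction are therefore relative to the scaling chosen.

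The changes of threshold (unadjusted p-values, no fold change threshold and glmTreat) were not checked for single genes. Gata3 was higher with an adjusted p-value under 0.05 in each of the other alternatives. Its log2 fold change ran from 0.98 on log2(FPKM + 1) to 1.96 without control replicate 1. The separation of the groups was positive in each of its alternatives and ran from 46.8 to 68.4 over the fits that each left out one replicate. Of the 21 other named genes, 19 kept their direction and an adjusted p-value under 0.05 in each setting checked for single genes. Of these, 17 also kept a log2 fold change above 1 in size. The 21 genes came from the paper's list of higher genes or from the largest rises and falls in these same libraries. Unchanged genes could hardly enter, so the share that held is largely set by that choice and shows no stability of the results at large. The log2 fold change of Zc3h7a was 0.94 without model replicate 3 and that of Gls2 was 0.74 on log2(FPKM + 1). Eng lost its adjusted p-value under 0.05 without control replicate 2 and without control replicate 3, and Insm1 with limma-voom and on log2(FPKM + 1). The cause was not tested.

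The alternatives for gene sets (camera with an estimated correlation, fry and abundant members) and for BCAA genes against other sets were not run, since fewer than 80% of the members were paired with an identifier. Mitochondrially encoded genes were not identified by name, so that scaling left out the 100 most abundant genes alone. No paired analysis was possible because the groups share only replicate number 3, which belongs to different rats. The depth limits the size of changes in genes near zero in one group, such as Ly6h and Ccl22.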

Differences from the paper's values

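In the main settings no value differed from the paper's by more than the limits set. These were 1.5 times for numbers of genes and the paper's own error for log2 fold changes. Such limits are wide, so numbers of genes well below the paper's stay within them, and some alternative settings went beyond them. The paper's 3880, 1593 and 2287 genes (total, higher and lower) stood against 3014, 1175 and 1839 in edgeR and 3318, 1238 and 2080 in DESeq2. With unadjusted p-values in DESeq2, as the methods word the threshold, the numbers were 3749, 1508 and 2241, a setting chosen after seeing the values. None of the settings run gave the paper's exact numbers.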

Other observations

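The tests of the 10 splits, library size, abundant genes, scaling, the added count and the endothelial markers were chosen after the result they bear on had been seen, and the tests of gene length and of the mean column of Table S3 before. Of the 10 splits of the 6 libraries, 1, the real grouping, had as many genes past both thresholds as the 3014. The others gave 0 or 1 gene. At an unadjusted p-value under 0.05 in edgeR's test the real grouping had 6482 genes and the others 66 to 387. With 3 rats against 3 the share of splits cannot fall below 0.1, so this share cannot rule out chance. The distance between 6482 and 387 argues against a real grouping no different from the others, although genes are not independent replicates. The other splits mix control and model hearts, so a difference between the groups widens the spread within theirs and lowers their numbers. The size of that distance is therefore overstated. Gene length bore little relation to the change, with a Spearman correlation of 0.0594 across genes, which are not independent replicates. Library totals differed by 1.08 times at most. Leaving the 100 most abundant genes out of the scaling moved the share of higher genes by 2 percentage points, but TMM already trims such genes, so this does not rule out an effect of a few genes taking most of the counts. The share of higher genes did depend on the scaling, at 62.9% with library totals against 39% with TMM, and at 36.2% with RLE and 52.4% with upper quartile scaling. Library totals make no allowance for a difference in composition between libraries, and shift the genes together.

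The fold changes in Table S3 were compared with DESeq2 run on the deposited counts. In all 8 DESeq2 fits were compared with that table, 6 of them with 1 library left out, whose median gap in log2 fold change was 0.117 to 0.232. The default fit on all 6 libraries had a median gap of 0.0117 in size and a widest gap of 2.38, at genes with few counts. A fit with 1 added to each count, tried because of those gaps, had a widest gap of 0.0474 while its median gap rose to 0.0247. The standard deviation of the gaps was 0.322 by default and 0.00464 with the added count. The added count thus removed nearly all of the gaps at low counts and left a nearly constant offset. That fit gave 1355 higher and 2057 lower genes. No non-negative weighting of the 6 libraries' counts, with a constant that would take up an added count, gave the mean column of Table S3. The best left a median residual of 5.8%, so size factors applied to the deposited counts of these 6 libraries do not give that column. What else entered the paper's fit was not settled here. Differences from the paper's gene numbers and fold changes therefore cannot be put down to the test or its settings alone.

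Of 20 endothelial marker genes written down before the data were examined, 9 (Kdr, Vwf, Egfl7, Emcn, Eng, Esam, Sox17, Sox18 and Ushbp1) could be paired and were higher and past both thresholds, with log2 fold changes from 1.164 to 1.956. Of 106 markers of the other cell types, 7 were. Fisher's exact test (two-sided) gave 6.2e-05, but it is void as a test of cell composition: names came only from a list of higher genes, read in part, so each paired marker was higher by construction and the unpaired markers have no value. A larger share of RNA from endothelial cells in the model hearts therefore remains an untested hypothesis.

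The paper's Table S6 lists NADH at a fold change of 0.15359 (means of 29.1911 in the control and 4.48335 in the model group), lower in the model group, whereas the paper's text describes an increase in NADH. The same table lists valine at 2.1746. These are the paper's values, and no metabolite data were analysed here.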
